A study of Mus musculus with 2 samples. Its data were reported in "Single-Cell Characterization of Hepatic CD8+ T Cells in a Murine Model of Primary Biliary Cholangitis" (2022).

How the data were processed

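Liver immune cells were captured on the BD Rhapsody system, which counts polyadenylated transcripts and antibody-linked oligonucleotides of the same cell with unique molecular identifiers (UMIs). Per the labels and the study's methods, the authors aligned reads to the mouse genome mm10 (GRCm38) with STAR inside the BD Rhapsody pipeline, and molecule counts were corrected for sequencing errors by their distribution before deposit. The deposited files of both capture libraries hold these UMI counts for every called cell, with 10026 cells in the pool of TG and IFN-γ ARE-Del mice and 24111 cells in the pool of WT and p40-/-IL-2Rα-/- mice. A table filtered by the authors holds UMI counts of 11929 cells and 13528 genes, and a matching table holds UMI counts of 49 antibodies. The filter on cells is not stated. In the filtered table a gene found in fewer than 10 cells of a genotype is set to 0 in that genotype. This held for 611 genes in TG and 359 in WT, so a 0 there can be a filter and not an absence, as for Il12b in TG, which has 16 UMIs in the library file for the same cells.

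The deposited normalised RNA values are the natural log of 1 plus 10000 times the count over the total of the cell, and the deposited normalised antibody values are natural-log centred ratios over the antibodies of a cell. Both were recomputed from the count tables, and 0 values differed by more than 1e-6. The mitochondrial share of each cell is given by the authors as a percent. The deposited cell metadata also give a genotype, a cell type name and a cluster number, which the authors derived after joining the datasets by canonical correlation in Seurat. These names were used as given.

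Each deposited library was 1 sample, and its group was taken from its label. The metadata place all TG cells in the first pool and all WT cells in the second. The other cells of each pool (5379 and 16829) have no genotype name in the metadata and stood for no genotype in any comparison. Some of their values are set beside those of WT or TG cells as a description. With 1 library per genotype no test was made. Counts were summed per genotype and cell set and given as CPM with exact Poisson intervals, ratios of summed counts were given on the log2 scale with exact conditional binomial intervals, and shares were given with Clopper-Pearson intervals, all at 95%. Differences between shares have Newcombe intervals.

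CD8 T cells came from the annotation. The metadata hold no naive or memory names, so a mixture of 2 normal distributions was fitted per library to the deposited values of CD44 and another surface protein on T cells, and Tem cells were positive for CD44 and negative for the other. A definition of Tem cells from transcripts was also run and is not reported here. Genes with under 10 UMIs over both profiles were left out of gene lists. A list's median log2 ratio used a pseudocount of 0.5 UMIs, its interval came from 2000 Poisson redraws, and its percentile came from 10000 random lists of the same size drawn from 20 bins of mean expression. The genes named in the text are those of the lists, all fixed before the data were examined, and for each pair of summed profiles the 5 highest and 5 lowest log2 ratios among genes with at least 100 UMIs in all and at least 10 in each profile whose direction held under every scaling. Receptor V, D and J segments and sex genes were left out of this ranking. Gene positions are those of the GENCODE annotation of GRCm38.

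Doublets were called per genotype with Scrublet (scanpy 1.11.5) at an expected rate of 5%, which marked 0.839% of TG cells and 3.27% of WT cells. They were kept in the reported values and left out in an alternative. Cells with at least 2 UMIs of both B and T lineage genes were 7.38% of TG cells and 3.58% of WT cells. Other alternatives were TMM scaling in place of totals (edgeR 4.0.16, R 4.3.3), totals without ribosomal and mitochondrial genes, equal weight for each cell, no minimum count, thinning each cell to 1000 UMIs, other definitions of each cell set, and subtraction of the TG over WT ratio seen in B cells. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

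The ratio and list calculations were tested on simulated data with 200 genes changed by known amounts. Both profiles were drawn as Poisson counts, without the clumping of UMIs in single cells. That is the model behind the intervals, so coverage near 95% was built in. It checks the arithmetic only and says nothing about genes whose UMIs lie in a few cells. For the comparison of Tem cells over 6692 genes the intervals held 95.9% of the true ratios. For cluster 2 against proliferating cells over 4876 genes they held 95.5%. For cluster 2 against other Tem cells over 5685 genes they held 96.1%, and against NK cells over 5514 genes 95.9%. Sequencing of sorted cells, receptor repertoires, flow cytometry and transfer experiments of the study were not analysed here.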

Results

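Immune cells carrying CD45 were isolated from mouse liver, and the transcripts of each cell were counted together with 49 surface proteins, read through oligonucleotide-tagged antibodies. TG mice carry dnTGFβRII, a dominant negative human TGF-β receptor type II driven by the mouse CD4 promoter, and serve as a model of primary biliary cholangitis. WT mice are the C57BL/6 controls. Cells were captured in 2 libraries, and each library pooled 2 genotypes. The first pooled TG with IFN-γ ARE-Del mice, and the second pooled WT with mice lacking p40 and IL-2Rα. The labels give an age of 10 weeks. The methods of the study give a younger age. The deposited cell table names a genotype for the TG cells of the first library and the WT cells of the second, so 1 library stood for each genotype. There was no replicate, and no test was made between genotypes. Genotype and capture library cannot be told apart in any difference below.

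The TG library contributed 4647 cells with 18498477 RNA molecules (UMIs), and the WT library 7282 cells with 22216379. The median was 3298 UMIs per TG cell and 2654 per WT cell, so values per TG cell rested on greater depth. Median antibody counts per cell were 1363 in TG and 1312 in WT. Intervals are 95% exact intervals (Clopper-Pearson for shares, Poisson for CPM, the count per 1000000 counts, and conditional binomial for ratios of counts). They cover counting error only and leave out variation between mice and captures. Those of CPM and of ratios of counts also leave out variation between cells.

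The transgene was looked at first, as a check on the genotype names. Mouse Tgfbr2 lies on chromosome 9 (GRCm38, 116084293 to 116175360, minus strand, protein coding). Its level over all cells was 268.9 CPM in TG (261.5 to 276.5) and 158.3 CPM in WT (153.1 to 163.6), a log2 ratio of 0.77 (0.70 to 0.83). In T cells alone the log2 ratio was 1.04 (0.96 to 1.12), which was the alternative tried for this value. In B cells it was -0.14 (-0.27 to -0.01), so the higher level was seen in T cells and not in B cells. Il2ra, which the IL-2Rα knockout sharing the WT library should lack, stood at 59.6 CPM in WT cells and at 7.49 CPM in the cells of that library with no genotype name. CD25 antibody, which reads the protein of this gene, was at 3583 CPM and 2773 CPM of antibody counts in the same cells. These counts did not follow the Il2ra transcript closely. Xist was at 403.2 CPM in TG and 420.5 CPM in WT.

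The deposited annotation held 14 cell type names over 30 clusters. CD8 T cells were the clusters named CD8αβ T (4, 7, 12, 13, 18 and 23) and the cluster named CD8αα T (cluster 2). The 10 genes that led cluster 2 by fold included 4 haemoglobin genes and Klra receptors and none of the CD8αα markers fixed in advance. Those markers were Cd8a and CD3, which other T cells share, and a lack of CD8β, which no ranking by fold can show. The ranking therefore says little about the name, and the class is called cluster 2 below as a label. Of these haemoglobin genes, Hbb-bs had 1 UMI in the 410 TG cells of the cluster. It had 743 UMIs in the 194 WT cells, and 4.12% of those cells held it. Within cluster 2 Cd8a stood at 983.7 CPM in TG and 1104 CPM in WT. Cd8b1 stood at 35.5 CPM (26.1 to 47.2) in TG and between 25.1 and 60.6 CPM in WT. The clusters named CD8αβ T had Cd8b1 at 758.7 CPM in TG and 881.8 CPM in WT. Mature B cells, which should lack both genes, had Cd8b1 at 17.0 CPM in TG and 66.0 CPM in WT.

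The first comparison asked whether CD8 T cells make up more of the liver immune cells in TG mice. They were 1430 of 4647 cells in TG, or 30.8% (29.4% to 32.1%), and 1013 of 7282 cells in WT, or 13.9% (13.1% to 14.7%). The difference was 16.9 percentage points (15.3 to 18.4). With T cells as the denominator the shares were 67.1% and 24.3%, and the difference of 42.8 points was the furthest from the reported value among the alternatives. Cells of the CD8αβ T clusters alone were 22.0% of TG cells (20.8% to 23.2%) and 11.2% of WT cells (819 of 7282). Cells of cluster 2 were 8.82% (8.02% to 9.68%) and 2.66% (2.31% to 3.06%). NKT cells went the other way, with 9.60% of TG cells (8.77% to 10.5%) and 30.7% of WT cells (29.6% to 31.7%). CD4 T cells were 5.12% of TG cells (4.51% to 5.80%) and 10.1% of WT cells (9.40% to 10.8%). Shares sum to the whole library, so a rise in any class lowers the others.

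Effector memory cells (Tem) were then set apart from naive (Tnaive) and central memory (Tcm) cells by gates on CD44 and another surface protein, fitted per library. Tem cells were 851 of 1430 CD8 T cells in TG, 59.5% (56.9% to 62.1%), and 387 of 1013 in WT, 38.2% (35.2% to 41.3%). The difference was 21.3 percentage points (17.3 to 25.2). The gate on CD44 was less distinct in TG. The 2 fitted CD44 peaks lay at 2.74 and 3.55 in TG and at 1.69 and 3.57 in WT, in units of the natural-log centred ratio. With Tem cells taken from clusters the difference was 26.9 points. Tnaive cells were 4.06% of CD8 T cells in TG (3.09% to 5.21%) and 36.1% in WT (33.2% to 39.2%). Tcm cells were 21.8% (19.7% to 24.1%) and 14.5% (12.4% to 16.8%).

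Among Tem cells, cluster 2 held 359 of 851 cells in TG, 42.2% (38.8% to 45.6%), and 145 of 387 in WT, 37.5% (32.6% to 42.5%). It was the largest cluster of Tem cells in both libraries. The difference of 4.72 percentage points (-1.20 to 10.5) was within counting error. Cells with a Trdc transcript, which encodes the constant region of the δ chain of γδ T cell receptors, were 44.8% of WT cluster 2 Tem cells and 5.29% of TG ones, against 0.88% of WT B cells and 1.35% of TG B cells. Median depths were 2699 and 3175 UMIs in cluster 2 Tem cells and 2141 and 3087 in B cells. At 1000 UMIs per cell the shares in cluster 2 Tem cells were 36.6% in WT and 3.90% in TG, against 0.41% and 0.16% of B cells. Without Trdc-positive cells the shares of cluster 2 among Tem cells were 42.5% and 25.5%, a difference of 17.0 points (10.9 to 22.7), and this was the alternative that moved the value most. The proliferating cluster 7 held 27.5% of Tem cells in TG (24.5% to 30.6%) and 27.1% in WT (22.8% to 31.9%), a difference not detectable at this depth. Cluster 23 held 0.71% of Tem cells in TG (0.26% to 1.53%) and 11.9% in WT (8.84% to 15.5%).

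**Figure D1:**
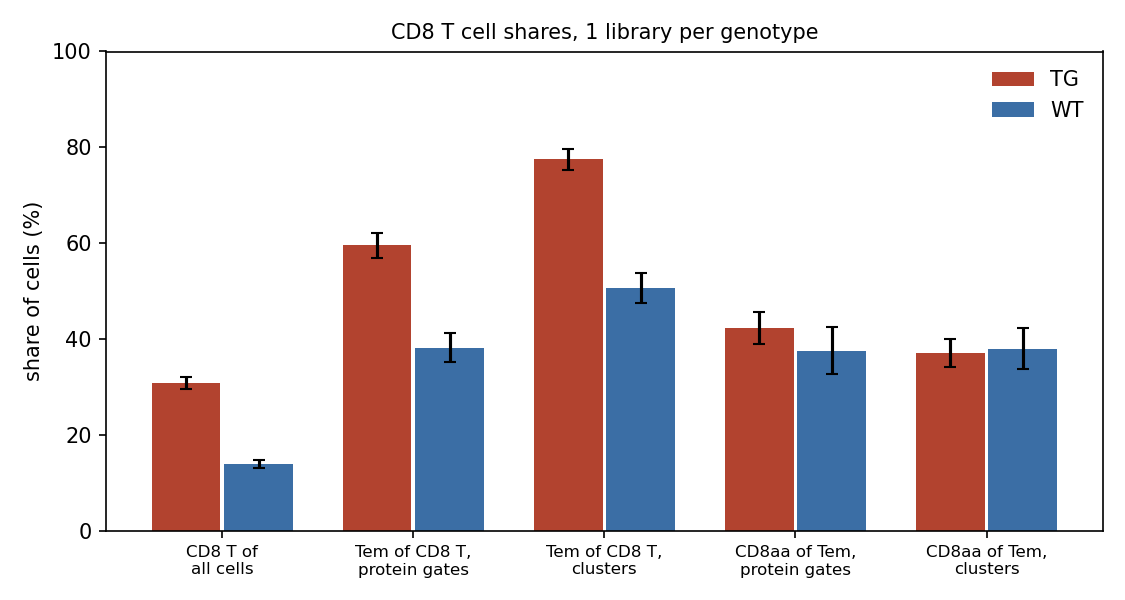
Bars give the share of cells in percent for TG and WT, with 1 library per genotype and 95% Clopper-Pearson intervals as error bars. The TG bar is the higher for CD8 T cells (30.8% against 13.9%) and for Tem cells by protein gates (59.5% against 38.2%) or clusters (77.5% against 50.5%), while the CD8αα (cluster 2) bars overlap within their intervals under both definitions of Tem.

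To see how the Tem cells of TG mice differ in expression, the counts of the Tem cells were summed per genotype, giving 3767152 UMIs in TG and 1591941 in WT. Over 6692 genes the median absolute log2 ratio of TG over WT was 0.21, against 0.11 from counting noise alone. The difference could not be set against a spread between mice. The alternative that moved this median most left out cluster 2 and the proliferating cells and gave 0.23. Without Trdc-positive cells, 800 of 851 TG Tem cells and 314 of 387 WT ones would remain. No ratio of TG over WT in Tem cells, for genes or lists, was rerun without them. This difference in cell content may therefore enter those ratios.

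By the size rule, Klrg1, Stk32c, As3mt, Itgad and Cx3cr1 had the highest ratios. Klrg1 lies on chromosome 6 (122270596 to 122282882, minus strand, protein coding) and was at 369.0 CPM in TG (349.8 to 388.9) and 46.5 CPM in WT (36.5 to 58.4), a log2 ratio of 2.99 (2.65 to 3.35). Cx3cr1, on chromosome 9 (119901616 to 120069879, minus strand), was at 246.1 CPM and 52.1 CPM, a log2 ratio of 2.24 (1.91 to 2.58). Subtracting the ratio seen in B cells gave -0.88, but Cx3cr1 stood at 17.7 CPM in TG B cells and 1.95 CPM in WT ones, levels too low for that subtraction to weigh against it. The log2 ratios of Stk32c, As3mt and Itgad were 2.76, 2.35 and 2.29. The lowest ratios were those of Jchain (-3.25), Nrgn (-3.13), Car2 (-2.79), Cd24a (-2.14) and Cxxc5 (-2.14). In 3 cells lay 63.0% of the Nrgn UMIs of WT Tem cells and 81.5% of those of TG ones. Cd24a and Cxxc5 were at 496.8 CPM and 115.6 CPM in WT B cells, above their levels in WT Tem cells. Of the Jchain UMIs in WT Tem cells, 99.8% came from 3 cells, and the ratio was 2.63 once cluster 2 and the proliferating cells were left out.

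The study asked whether inhibitory checkpoint genes are lower in Tem cells of TG mice. Ctla4, Tigit, Havcr2 and Pdcd1 had been singled out by the study from these libraries and are no independent evidence. Over 10 such genes the median log2 ratio of TG over WT was -0.39 (-0.67 to -0.14). Without the 4 genes singled out, the median of the other 6 was -0.05 (-0.23 to 0.21), at the 31.8 percentile of 10000 random lists matched on expression, so the shift of the list rested on those 4. Of the 10 genes, 7 were lower and 3 higher. Pdcd1 (chromosome 1, 94038305 to 94052553, minus strand) was at 7.70 CPM in TG (5.16 to 11.1) and 35.2 CPM in WT (26.6 to 45.7), a log2 ratio of -2.19 (-2.89 to -1.52). The log2 ratio was -2.24 (-3.21 to -1.33) for Havcr2, -1.63 (-2.30 to -0.97) for Ctla4, -0.83 (-1.22 to -0.44) for Tigit and -0.36 (-0.67 to -0.04) for Lag3. These rested on few molecules, with 29 UMIs of Pdcd1 and 16 of Havcr2 over all TG Tem cells. Cd160 was higher in TG, at 458.2 CPM against 349.9 CPM (log2 ratio 0.39, 0.25 to 0.53). Leaving out cluster 2 and the proliferating cells moved the list median most, to -2.20. The median changed sign when cluster 23 was left out (0.05), as did the ratio of Lag3 (0.63). Subtracting the B cell ratio gave a median of 0.37, but Tigit, Havcr2 and Lag3 stood at 1.53, 0.65 and 4.37 CPM in TG B cells, too low for that subtraction to be informative.

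Over 11 effector genes the median log2 ratio was 0.25 (0.12 to 0.47), at the 98.1 percentile of matched random lists, with 6 genes higher and 5 lower. Gzma (chromosome 13, 113093825 to 113100981, minus strand) stood at 7143 CPM in TG (7058 to 7229) and 1716 CPM in WT (1652 to 1781), a log2 ratio of 2.06 (2.00 to 2.12). Gzmb stood at 2291 CPM and 1437 CPM (0.67, 0.61 to 0.74). Il2 had a log2 ratio of 1.45 (0.66 to 2.34), Prf1 of 0.50 (0.26 to 0.76) and Nkg7 of 0.25 (0.19 to 0.32). Tnf was lower in TG (-0.48, -0.80 to -0.15), and the interval of Ifng included 0 (-0.12, -0.31 to 0.07). Without cluster 2 and the proliferating cells the ratios of Prf1, Nkg7 and Tnf changed sign, to -0.47, -0.33 and 0.21.

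**Figure D2:**
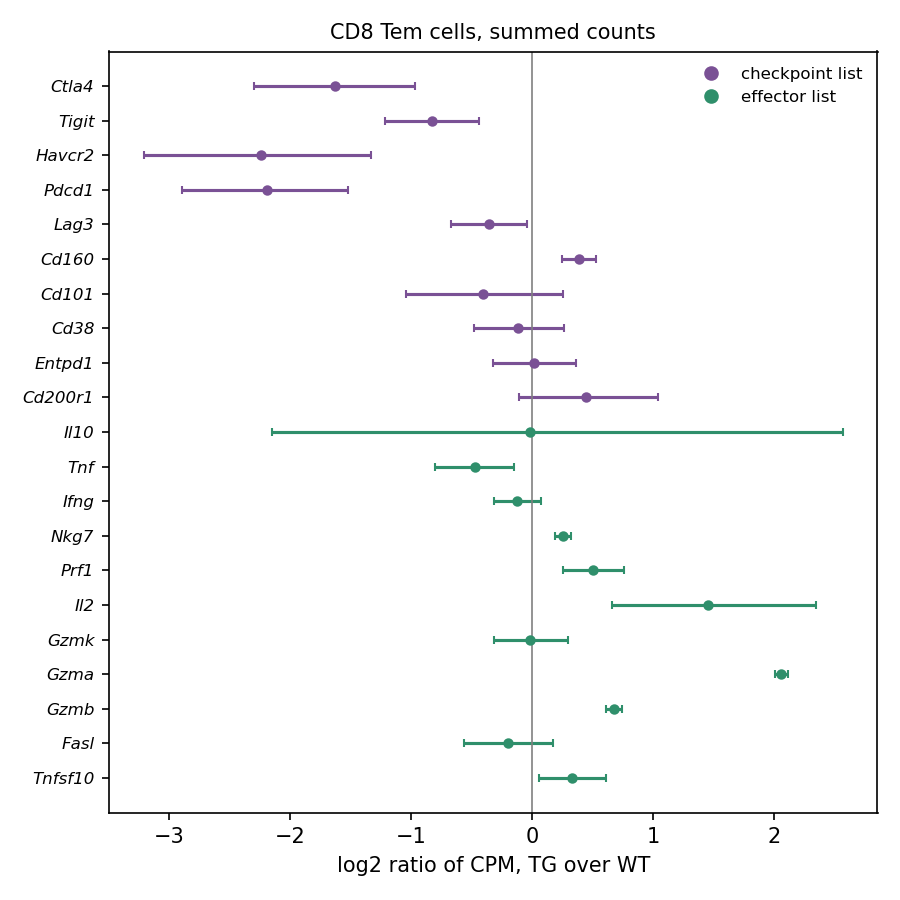
Points give the log2 ratio of CPM in TG over WT for summed CD8 Tem cells, and bars the 95% exact interval for counting error. Pdcd1 (-2.19) and Havcr2 (-2.24) lie lowest among the checkpoint genes, and Gzma (2.06) lies highest among the effector genes.

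The study also asked about interferon and PI3K-AKT-mTOR signalling in these cells. Of 40 interferon-stimulated genes, 39 had counts, and their median log2 ratio was 0.06 (-0.03 to 0.16). This was the 76.3 percentile of random lists. The mean was -0.03, opposite in sign to the median. Psmb9 (0.88, 0.68 to 1.08) and Epsti1 (0.73, 0.59 to 0.87) were higher in TG Tem cells, and Rsad2 was lower (-3.05, -4.11 to -2.10), with 85.7% of its WT UMIs in 3 cells. Psmb9 was also higher in TG B cells, at 235.1 CPM against 88.5 CPM in WT ones, so its rise was not particular to Tem cells. These 3 genes were singled out after their values were seen. Over 40 PI3K-AKT-mTOR genes the median was -0.02 (-0.06 to 0.07), at the 34.2 percentile, with 17 genes higher and 23 lower. Neither median could be told from 0 at this depth.

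Within TG, Tem cells of cluster 2 were compared with the proliferating CD8αβ Tem cells of cluster 7, all from the same library. The sums held 1164603 and 1743330 UMIs. The name of cluster 7 was taken as given, although its Tem cells in TG had a median CD4 protein of 1.75 (quartiles 1.13 and 3.33), against 3.71 on CD4 T cells. In WT the median of CD4 protein in cluster 7 was 2.36. Cd8b1 stood at 412.6 CPM and Cd4 at 249.3 CPM in the TG cells of cluster 7. The median absolute log2 ratio over 4876 genes was 0.48, against 0.12 from counting noise. The highest ratios were those of Ighg1 (4.55), Xcl1 (3.85), Cited4 (3.63), Atp8a2 (3.40) and 2900026A02Rik (3.31), the last a gene that leads cluster 2. Of the Ighg1 UMIs in cluster 2 Tem cells, 95.8% came from 3 cells. Xcl1 (chromosome 1, 164931644 to 164935527, minus strand) was at 769.4 CPM (719.8 to 821.4) and 53.4 CPM (43.1 to 65.4). The lowest ratios belonged to cell division genes (Pclaf, Rrm2, Cks1b, Tpx2 and Prc1), the class of gene that defines cluster 7, and are no result.

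A list of genes fixed for this comparison was partly named by the study from these libraries (Cd7, Gzmb, Klra6, Klra7 and Klrb1c among them). Cd7 was at 5571 CPM in cluster 2 and 845.5 CPM in proliferating cells, a log2 ratio of 2.72 (2.64 to 2.80). The ratio was 1.99 (1.92 to 2.07) for Gzmb, 2.20 (2.02 to 2.39) for Klrb1c and 2.55 (2.36 to 2.74) for Cd160. Klra6 (2.11) and Klra7 (1.92) also lead cluster 2, and reads of this family of similar genes can be assigned to the wrong member. The glycolysis genes Ldha (-1.25, -1.45 to -1.05) and Eno1 (-0.81, -1.05 to -0.57) were lower in cluster 2. So were Tpi1 (-1.28), Hk2 (-2.74, with 2 UMIs in cluster 2), Pgk1 (-1.21), Gapdh (-1.08), Pgam1 (-0.77) and Pkm (-0.735). Aldoa was higher (0.28, 0.10 to 0.46). Among genes of ATP synthesis, Sdhb (-1.03, -1.37 to -0.71) and Cox5a (-0.84, -1.06 to -0.62) were lower in cluster 2, while Sdha (0.22, -0.09 to 0.54) and Ndufs7 (0.02, -0.44 to 0.47) had intervals that included 0.

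Of 38 TNF-NF-κB genes, 37 had counts. Their median log2 ratio of cluster 2 over proliferating cells was 1.40 (1.23 to 1.48), above all 10000 matched random lists, with 33 genes higher and 4 lower. The largest contributors by level included Jun (2.47, 2.33 to 2.61) and Junb (1.50, 1.41 to 1.60), both named after their values were seen. Jun was at 1693 CPM in cluster 2 and at 1895 CPM in B cells of the same library. Of 40 mTORC1 genes, 39 had counts, with a median of -0.76 (-0.86 to -0.62), below all random lists, and 5 genes were higher and 34 lower. The random lists themselves had medians of 0.06 and 0.10. Both lists kept their sign under every alternative run.

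A set of tissue-residency genes was compared between cluster 2 and the other CD8 Tem cells of TG. The study had reported the genes of this set from these same libraries, so their values are no independent evidence. The median log2 ratio of the genes expected high minus that of the genes expected low was 2.44 (2.22 to 2.77). Itga1 was higher in cluster 2 (1.95, 1.77 to 2.14), as was Cxcr6 (0.70, 0.49 to 0.90), and S1pr1 (-3.97, with 8 UMIs in cluster 2) and Klf2 (-1.73, -1.97 to -1.49) were lower. Tcf7 (-0.14, -0.39 to 0.11) had an interval that included 0. The protein product of Itga1, CD49a, had a median centred log ratio of 3.21 in cluster 2 and 2.52 in CD8αβ Tem cells of TG. The same medians in WT were 3.11 and 0.70. CD69 made up 0.220% of the antibody counts of cluster 2 Tem cells in TG, 0.0714% in the proliferating cells and 0.159% in the other CD8αβ Tem cells. TIGIT made up 0.0177%, 0.0049% and 0.0064%, and the median cell had 1 count of CD69 and 0 of TIGIT in each subset. Median antibody totals were 607 counts in cluster 2, 2020 in the proliferating cells and 1259 in the others.

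The last comparison asked whether the cells named CD8αα T carry more T cell receptor transcripts than NK cells. The summed level of Cd3e, Cd3d, Cd3g, Trac, Trbc1 and Trbc2 was 7699 CPM (7550 to 7850) in cluster 2 of TG and 4576 CPM (4488 to 4664) in TG cells named NK, a log2 ratio of 0.75 (0.71 to 0.79). It was 5064 CPM in CD8αβ T cells and 468.8 CPM in mature B cells of TG. The NK name covered unlike clusters. In TG the level was 6383 CPM in cluster 3, 5114 CPM in cluster 11 and 1168 CPM in cluster 8, and against cluster 8 alone the log2 ratio was 2.72. In WT it was 3163, 1469 and 999.0 CPM in the same clusters and 7260 CPM in cluster 2. Median TCRβ protein, as a centred log ratio, was 1.60 in cluster 2 of TG, 2.77 in CD8αβ T cells and 0.92 in NK cluster 8. It was 1.54 in NK cluster 3 and 1.55 in NK cluster 11 of TG, close to cluster 2.

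**Figure D3:**
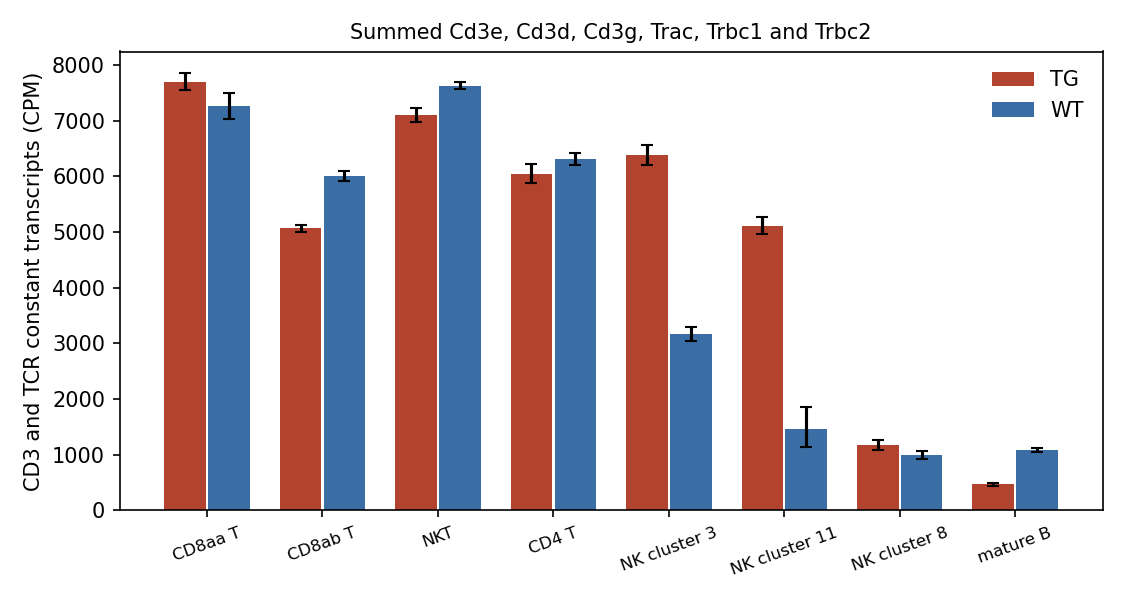
Bars give the summed CD3 and T cell receptor constant-region transcripts in CPM per cell set for TG and WT, with 95% Poisson intervals. Among cells named NK, clusters 3 and 11 of TG reach 6383 and 5114 CPM, near the CD8αβ T cells (5064 CPM), while cluster 8 stays at 1168 CPM.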

Values the study reported

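The study reported 11,929 hepatic cells carrying CD45, with 13,528 genes and 49 proteins measured. Its methods gave an age of 8 to 9 weeks for the mice. It sorted these cells into 12 cell subtypes.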

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

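Of the tests in this part, the one without Trdc-positive cells, the one of Ifng against Cd3e and the one without TER-119 in the antibody total were chosen after the result was seen.

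Trac and Trbc2, which encode constant regions of the αβ T cell receptor, ran in opposite directions between the genotypes when cluster 2 Tem cells were set against CD8αβ Tem cells. For Trac the log2 ratio was 0.32 (0.23 to 0.40) in TG and -0.47 (-0.63 to -0.32) in WT. For Trbc2 it was 0.35 (0.28 to 0.42) in TG and -0.17 (-0.29 to -0.06) in WT. The intervals lay on opposite sides of 0, but the difference itself was not tested, since each genotype had 1 library. Depth per cell was argued against for Trac, because its WT ratio was -0.58 (-0.86 to -0.31) with every cell thinned to 1000 UMIs. For Trbc2 the thinned WT ratio was -0.20 (-0.42 to 0.01), which includes 0, so depth stays open there. Free RNA was argued against as the whole cause, because Trac stood at 225.6 CPM in WT B cells, below the 427.6 CPM that separated the WT subsets. A candidate explanation is that WT cluster 2 includes γδ T cells. Without cells holding a Trdc transcript the WT ratio of Trac was 0.14 (-0.03 to 0.29) and that of Trbc2 0.10 (-0.04 to 0.23), while in TG they were 0.33 and 0.34. Why such cells were common in the WT cluster and few in the TG cluster stays open between genotype, capture and the joint clustering of the libraries.

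Signals also appeared in cells of the first pool that the filtered table leaves out. These 5379 cells have no genotype name here, so they stand for no genotype. Their values are set beside those of WT or TG cells only as a description. Their Il12b level was 18.9 CPM (17.1 to 20.7), against 3.87 CPM in WT cells. The 10 cells with most Il12b held 86.1% of its 438 UMIs, and 29 cells held any. A few strongly expressing cells may therefore account for the level, and which genotype they belong to stays open.

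In the same cells Ifng was at 187.3 CPM (181.8 to 192.9), against 162.1 CPM in WT cells. Relative to Cd3e, Ifng was lower than in WT, with a log2 ratio of -0.11 (-0.18 to -0.04). A higher share of T cells among them may account for the gap to WT cells, where Cd3e was at 630.5 CPM against 785.0 CPM. TG cells of the same library had Cd3e at 790.4 CPM but Ifng at 132.1 CPM. The level of Cd3e therefore does not account for the gap to TG cells. An effect of the ARE-Del allele on single T cells was not tested.

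CD25 antibody counts in those cells were 3844 CPM of antibody counts (3805 to 3884), against 3583 in WT cells. TER-119 counts were high in WT and dilute the other antibodies there. Leaving TER-119 out of the totals raised the WT value to 3654, still under the 3851 of these cells. Dilution by TER-119 alone therefore does not account for the whole gap. CD24 counts, also high on the TER-119-high WT cells, stayed in the total, so dilution by them stays open. In the unnamed cells of the second pool CD25 antibody was at 2773 CPM although Il2ra was at 7.49 CPM, so these counts may not reflect Il2ra. Differences in cell types between the cell sets stay open, and no biological explanation was tested because the cells have no genotype name.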

How the results depend on the processing

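The settings chosen only after results were seen were Tem cells taken from clusters or without the CD44 gate, cells with Trdc or TER-119 left out, cluster 23 left out, cells required to hold Cd8a or Cd8b1, cells of NK clusters 3 and 11 counted as T cells, NK cluster 8 alone, and the checkpoint list without the 4 genes the study singled out. No paired analysis was possible because each genotype had 1 library, and leaving out replicates was not possible for the same reason. Leaving out cells under 1000 UMIs removed no cell, and requiring a CD3 transcript or CD3 protein removed none of the cluster 2 Tem cells, so both say nothing. CD3 protein alone would be stricter, since the median of these cells in TG was 0.48, under the gate of 0.62.

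The CD8 T cell share stayed higher in TG under all alternatives run. With a Cd8a transcript and CD3 as the definition the difference was 13.2 points, and 8.44 points at equal depth. It was 42.8 points as a share of T cells, 29.4 with cells of NK clusters 3 and 11 added to T cells, and 24.1 as a share of cells other than B cells. The Tem share also stayed higher, with 26.9 points where Tem cells were taken from clusters. Among the alternatives reported, the difference in the share of cluster 2 among Tem cells moved most without Trdc-positive cells, from 4.72 points to 17.0. That setting removed 65 of the 145 WT cells. The difference was 10.3 points without cells over 50 TER-119 counts, -0.89 with Tem from clusters and 0.03 without the CD44 gate.

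Leaving out cluster 2 and the proliferating cells gave -2.20 for the checkpoint list, 0.028 for the effector list and 0.23 for the profile of Tem cells. Subtracting the B cell ratio gave 0.37 for the checkpoint list, 0.90 for the effector list, -0.33 for the interferon list, 0.091 for the PI3K-AKT-mTOR list and 0.22 for the profile. Without Ctla4, Tigit, Havcr2 and Pdcd1 the checkpoint median was -0.053. Without cluster 23 the checkpoint median was 0.054 and the effector median 0.55. That cluster was 46 of 387 WT Tem cells and 6 of 851 TG ones and is led by Gzmk, Nr4a2 and Lag3, so the checkpoint median depended on it, while Pdcd1 (-1.41) and Havcr2 (-1.30) stayed lower in TG. Equal weight per cell gave 0.065 for the effector list, 0.22 for the profile of Tem cells, 0.46 for the profile within TG and 0.70 for the CD3 and receptor level. TMM scaling gave 1.23 for TNF-NF-κB, -0.93 for mTORC1, 0.47 for the profile within TG and 0.68 for the CD3 and receptor level. Tem cells from clusters gave 0.10 for the effector list, 1.14 for TNF-NF-κB and 2.83 for tissue residency. Requiring a Cd8a or Cd8b1 transcript gave 1.59 for TNF-NF-κB and 0.50 for the profile within TG. The CD3 and receptor level was 2.72 against NK cluster 8 alone, and Tgfbr2 was 1.04 in T cells. Apart from those 4 genes, cluster 23 and the Trdc-positive cells, the cause was not tested.

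In the counts below, a change of sign was counted only where the reported interval excluded 0. For results other than single genes, 107 alternative values are reported, of which 74 lay within the reported interval, 31 outside it and 2 changed sign. For single genes, 482 alternative values were made for 70 reported ones, of which 385 lay within the reported interval, 88 outside it with the same sign, and 9 changed sign. Ndufs7, whose interval included 0, went from 0.02 to -0.15 under TMM scaling. Under the B cell subtraction the changes were Cx3cr1 (-0.88), Havcr2 (0.17), Lag3 (1.45) and Tigit (1.48), all of which are at low levels in B cells, so the subtraction says little about them. Without cluster 2 and the proliferating cells they were Jchain (2.63), Nkg7 (-0.33), Prf1 (-0.47) and Tnf (0.21), and without cluster 23 Lag3 (0.63). Of the 57 single-gene values whose interval excluded 0, none changed sign under TMM scaling, equal weight, doublet removal or totals without ribosomal and mitochondrial genes. For the ranked genes among them the scalings could not show a change, since ranking required a direction that held under every scaling. Depth limits the rarer genes, such as Il10 with 7 UMIs in TG and 3 in WT Tem cells.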

Other observations

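Of the tests in this part, those of T lineage genes in the NK clusters and of doublets among Cd4-positive cells were written before their values were seen, and all the others after.

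In TG, 606 cells named NK lay in clusters 3 and 11, which was 79.8% of the TG cells of that name, and they held CD3 and T cell receptor transcripts at 5698 CPM (5585 to 5812). Free RNA was argued against, because mature B cells of the same library held 468.8 CPM and NK cluster 8 held 1168 CPM. Doublets were argued against, because the median of these cells was 2686 UMIs, under the 3459 of NK cluster 8 and far under the 8016 that a CD8αβ T cell and a cluster 8 cell would sum to. A list of 12 T lineage genes outside the receptor complex had a median log2 ratio of 1.67 (1.28 to 2.45) over cluster 8. Of these genes 11 were higher, among them Bcl11b with a ratio of 2.84. Of the NK genes, Eomes had a log2 ratio of -2.80 (-3.17 to -2.45). The ratio was -1.155 for Tyrobp, -0.957 for Ncr1, -0.642 for Fcer1g, -0.234 for Klrb1c and -0.083 (-0.213 to 0.049) for Klre1. The clusters may thus hold T cells with NK receptors in TG. These ratios were all against NK cluster 8, with clusters 3 and 11 summed. Whether other cells low in Eomes are mixed in was not tested. Counting cells of clusters 3 and 11 with CD3 as T cells lowered the CD8 share of T cells in TG from 67.1% to 52.5%.

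Tgfbr2 and Cd4 were both higher in the TG library in T cell clusters. In NKT cells the log2 ratio of Tgfbr2 was 1.48 (1.34 to 1.62), and in cells named CD8αα T it was 1.28 (0.93 to 1.65). A shift of the whole library was argued against, because the ratio in mature B cells was -0.088 (-0.233 to 0.057). The transgene uses the CD4 promoter, and counts from its human transcript at the mouse gene are a possible explanation that was not tested. Cd4 was at 113.2 CPM in TG cells named CD8αα T and 10.9 CPM in WT ones, and at 311.5 CPM and 17.4 CPM in cells named NK. Free RNA was argued against, because Cd4 stood at 25.3 CPM in TG mature B cells, and a shift of the library because the B cell ratio was -0.55 (-0.96 to -0.15). Doublets with CD4 T cells were argued against, because TG CD8αα cells with a Cd4 transcript had a median of 3350 UMIs, against 6358 for the sum of both types. CD4 protein followed, with median centred log ratios of 1.62 in TG and 0.57 in WT cells named CD8αα T, though it was also higher on mature B cells (0.80 and 0.35). Whether part of the transgene construct gives reads at Cd4, or the cells express Cd4 itself, stays open.

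The TER-119 antibody, which binds red blood cells, gave over 50 counts on 33.0% of WT cells named CD8αα T (26.4% to 40.1%) and 26.3% of WT cells named NK. It did so on 0 of 410 and 0 of 759 such cells in TG. Whole erythroid cells sharing the well with their transcripts were argued against, because 34 of the 226 TER-119-high cells, 15.04%, held a haemoglobin transcript. CD24 antibody, chosen as another erythrocyte protein, had a median of 543.5 counts on the TER-119-high CD8αα T cells and 22.5 on the others, and it was higher in all 4 cell types with 20 or more such cells. Erythrocyte membrane attached to these cells is consistent with that, and the haemoglobin genes that lead cluster 2 may be part of it. Whether it differs by genotype or by preparation stays open.

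Ighg1 headed the genes of cluster 2 within TG, yet 95.2% of its UMIs in TG cells named CD8αα T lay in 3 cells and 1074 of 1135 in a single cell, which also held 820 UMIs of Igkc. A cell of mixed content may explain the ranking, although it was not called a doublet. Igkc was found in 85.9% of TG and 25.3% of WT cells named CD8αα T, and in 47.6% and 9.79% at 1000 UMIs per cell. No biological explanation was tested.

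In the cells of the second pool with no genotype name, TER-119 antibody was at 6285 CPM of antibody counts and Il12b at 2.59 CPM. Cd8b1 was at 796.9 CPM there and 165.3 CPM in WT cells.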
